A study of Oryza sativa with 6 samples.

How the data were processed

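Small RNA libraries were made from total RNA of 14-day-old rice seedlings of the indica cultivar Pusa Basmati1, with a size fractionation step, per the labels' protocols. The 6 libraries were 2 of wild type (WT1 and WT2), 2 of an H2A.X knockdown (kd1 and kd2) and 2 of an H2A.X overexpression line (OE1 and OE2), and groups and replicate numbers were taken from the sample titles. Adapter trimming, the aligner, the genome build and the filters are not stated in the labels or in the files.

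Each deposited file holds a single column of sequences, without a header and without any number, count or coordinate. Every file has 1048576 lines, which is 2 to the power 20 and the row limit of a common spreadsheet program, and the sequences are 21 to 24 nt long with no undetermined base. The lines follow a common order in the 6 files. Of 5750 sequences that lie in separate runs and have at least 60 lines in the stretch the files share, 5735 (99.7%) have line numbers in the 6 libraries with a common divisor above 1. Of 1092 sequences with as many lines in a single run, 26 (2.38%) have one. The lines were therefore treated as alignments in map order, with a read written once for each place it maps to. A file that ends at a row limit holds the first part of a library, so its number of lines is not the library's depth, and the true depth is unknown.

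Sequences with a single run in all 6 files (4196, of which 33 were dropped because their order differed) served as landmarks. The comparisons used the lines before the last landmark, called the common stretch here, because this part is present in all 6 files. It covers from 45.2% of the lines of WT1 to 84.4% of the lines of OE2. Lines of a sequence with several runs were divided by the greatest common divisor of its 6 line numbers, and the result is called reads. For a sequence present in few libraries this divisor can exceed the true number of places, which lowers its reads by the same factor in all libraries. The common stretch held 661467 distinct sequences. Landmarks at least 100 lines apart in every file cut it into 1512 segments. Sequences are reported as such, since no genome or sequence annotation was used here to place or name them.

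The abundance of each sequence was tested with limma-trend (limma 3.58.1 in R 4.3.3) on log2 of the RPM plus a pseudocount of 0.5, where RPM are the reads computed here scaled to a fixed total of the effective library. All 6 libraries entered a single fit with 3 groups, so that the groups shared an estimate of the spread. Library totals were scaled with trimmed means of log ratios (TMM, trimming 0.3 of the log ratios and 0.05 of the abundances), and a library total times its factor is called the effective library. Sequences were kept with at least 10 reads at the median library size in 2 or more libraries and at least 15 reads in all, which left 2910. Tests were two-sided and p-values were adjusted with the Benjamini-Hochberg method over the sequences tested, with a threshold of 0.05. Fold changes are on the scale of log2 with the pseudocount. The pseudocount is below the worth of a single read, so the fitted change of a sequence with 0 reads in a library depends on it and can overstate the change. Where a group had no read, a lower bound of the fold was computed against 3 reads.

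The design had foreseen a count model for tables of counts and limma-trend with a filter of 1 RPM for normalized values. The files hold neither, so limma-trend was used on the tallied reads with the filter meant for counts. The filter of 1 RPM was tried as an added alternative, because a single read is worth 2.48 to 4.40 RPM in these libraries. Segment tests, on the reads of sequences with a single place, were added after the data were examined.

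The fit was tested on simulated data with the libraries' own totals and spread. Of 200 sequences changed in each of 10 simulations on 2910 sequences, 31.2% of 2-fold and 78.3% of 4-fold changes were recovered for knockdown against WT, and 5.79% of the calls were false. For overexpression against WT these values were 31.9%, 79.7% and 3.62%, and for overexpression against knockdown 29.3%, 78.7% and 2.50%. In 100 simulations of unchanged groups the largest number of calls was 5, 1 and 1. This test also showed an error in a first version of the scaling, in which factors from the filtered reads were applied to the full totals, and it was corrected before the values reported here were computed. Other forms of the test (voom, a larger prior, 4 libraries) were compared on simulated data before limma-trend was kept.

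Shares of reads by length were compared with exact two-sided permutation tests, whose smallest p with 2 against 2 libraries is 0.333. Intervals of a share are 95% Wilson binomial intervals and cover counting error only, since reads after PCR without molecular identifiers are not independent molecules. The spread between replicates is given as SD with n = 2. Shares, tallies and tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

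The sequences named in the report were chosen by a rule fixed before the data were examined: in each comparison, the 3 higher and the 3 lower with the smallest adjusted p among those past the threshold whose groups do not overlap, and the 3 with the largest mean share of reads. The alternatives covered the scaling, the filter, the pseudocount, a replicate block, 4 libraries in place of 6, a 2-fold limit and leaving out each replicate, and, added later, voom, lines in place of reads, sequences with a single place, a longer stretch (whose end was revised after a first version had taken in a second place of an abundant sequence), a term for the line order and the merging of sequences that differ at a single base. Planned results on small RNAs at the H2A.X genes and on annotated miRNAs were not analysed here, since the sequences were not placed on a genome.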

Results

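Small RNAs of 14-day-old seedlings were compared between wild-type rice, a line with knocked-down H2A.X and a line overexpressing it, to describe the small RNA population when this histone variant is mis-expressed. H2A.X is a variant of histone H2A. Plant small RNAs fall into length classes, and 21-nt, 22-nt and 24-nt RNAs were the classes set for comparison. Each of the 3 groups had 2 libraries, and all 6 samples carry the same cultivar label. The labels could not be checked against the level of H2A.X itself, which was not analysed here.

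The common stretch of the files held 232078 reads in WT1, 360867 in WT2, 262098 in kd1, 280612 in kd2, 399232 in OE1 and 415703 in OE2. The largest number was 1.79 times the smallest. These numbers cover the first part of each library and are not sequencing depths. Between 61.5% and 64.2% of the reads of a library belonged to sequences with a single place in this stretch. The order of lines at the same place split the libraries into WT1, kd1 and kd2 against WT2, OE1 and OE2. Within these sets, at most 3 neighbouring landmarks disagreed in order between a pair of libraries, and between the sets 74 to 86 did. The split separates knockdown from overexpression libraries completely and runs through WT, so these groups can be compared within a set only through WT.

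Over the 2910 sequences tested, log2 abundances of replicates correlated with r of 0.851 in WT, 0.884 in the knockdown and 0.916 in the overexpression group. Sequences are not independent replicates, and these values describe the libraries. WT and knockdown libraries correlated with r between 0.717 and 0.752, and overexpression libraries correlated with the others with r between 0.459 and 0.501. For sequences with a single place, the chi-square per degree of freedom was 1.31 between the WT libraries, 1.21 between the knockdown libraries and 1.35 between the overexpression libraries. Between groups it was at least 9.36. The p-values within groups were 9.31e-16, 4.47e-08 and 5.21e-19. This test covers counting error only and takes PCR reads as independent, so it does not show how the libraries were made. The libraries were counted as replicates because the labels give them as separate samples. Replicates differed by little more than counting error. If the libraries of a group came from the same plants or RNA, the limma-trend p-values below measure technical spread. They would then not cover differences between plants.

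Reads of 24 nt made up 53.0% ± 0.0753 (SD, n = 2) of the reads in WT, 56.1% ± 0.415 in the knockdown and 58.2% ± 0.505 in the overexpression group. The 95% Wilson intervals were 52.8% to 53.2% for WT1 and 52.8% to 53.1% for WT2, and those of the overexpression libraries were 57.7% to 58.0% and 58.4% to 58.7%. Reads of 21 nt made up 24.4% ± 0.217 in WT, 19.1% ± 0.339 in the knockdown and 17.8% ± 0.537 in the overexpression group. The share of 23-nt reads was 13.5% ± 0.119, 15.4% ± 0.0303 and 15.2% ± 0.176 in the same order of groups, and that of 22-nt reads was 9.15% ± 0.173, 9.35% ± 0.106 and 8.87% ± 0.145. In each of the 3 comparisons and each length class the libraries of the groups did not overlap, which gave an exact permutation p of 0.333, the smallest that 2 against 2 libraries allow, before and after adjustment over the 12 comparisons. For 22-nt reads in the knockdown against WT, the libraries overlapped without the 10 most abundant sequences (exact permutation p 0.667).

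The 24-nt share was 3.13 percentage points higher in the knockdown than in WT, and 5.19 points higher in the overexpression group than in WT. Within the line-order sets, the differences were 3.08 points for the knockdown against WT1 and 5.24 points for the overexpression group against WT2. These shares depended on a few sequences. The 10 most abundant sequences held 15.9% and 15.7% of the reads in the WT libraries, 9.20% and 8.92% in the knockdown and 10.6% and 10.2% in the overexpression libraries. Without them, the difference from WT in the 24-nt share was -1.22 points in the knockdown and 2.01 points in the overexpression group. Between overexpression and knockdown it was 2.05 points with all sequences and 3.23 points without them. The difference in the 21-nt share between knockdown and WT went from -5.31 to 0.261 points, and its difference of -6.60 points in the overexpression group shrank to -0.417 points. The 23-nt share of the overexpression group, 1.70 points above WT with all sequences, was then below it, with a difference of -0.881 points.

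**Figure D1:**
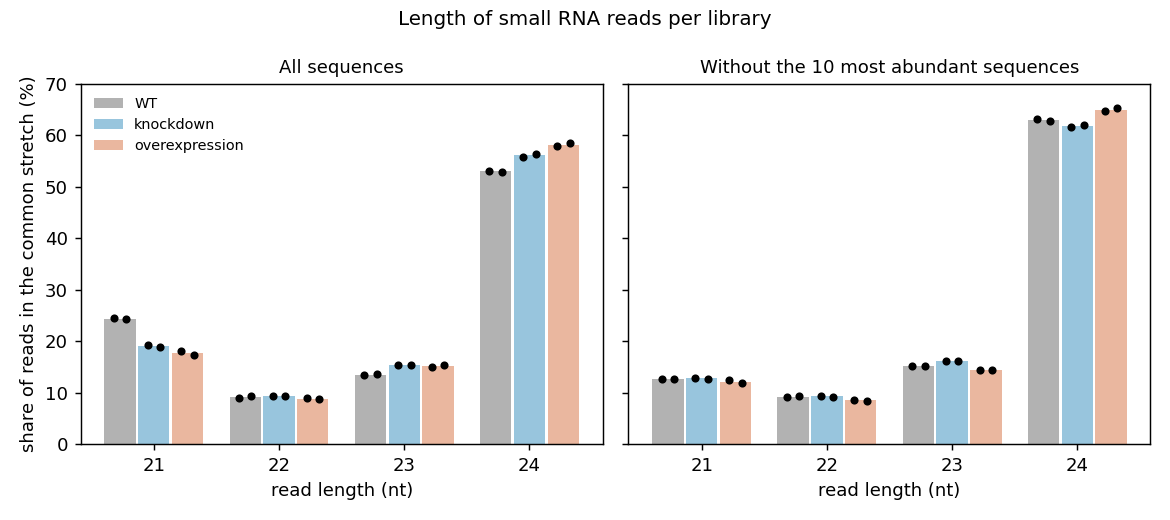
Share of reads in the common stretch, in percent, by read length in nt, with all sequences (left) and without the 10 most abundant ones (right). Bars are group means and points are the 2 libraries of a group; the 24-nt share of the overexpression libraries is above that of WT in both panels, and that of the knockdown libraries in the left panel only.

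Among tested sequences, the fitted log2 changes of the length classes were small. The median for 1919 sequences of 24 nt was -0.054 in the knockdown against WT, with single-library pairs from -0.074 to -0.017, and 0.057 in the overexpression group against WT, with pairs from 0.019 to 0.080. Leaving out WT1 or WT2 moved the median of the knockdown to -0.083 or -0.088, and leaving out kd1 moved it to 0. The median for 668 sequences of 21 and 22 nt was 0.14 in the knockdown, with pairs from 0.085 to 0.19, and -0.064 in the overexpression group, with pairs from -0.075 to -0.0074. Leaving out WT1 moved the value of the knockdown to 0.079 and that of the overexpression group to -0.096, and leaving out OE2 moved the latter to -0.039. Between overexpression and knockdown the medians were 0.15 for 24 nt, with pairs from 0.095 to 0.14 and 0.084 without kd1, and -0.28 for 21 and 22 nt, with pairs from -0.29 to -0.21. The scaling sets the level of such medians. With total reads in place of TMM, the median of all sequences moved from 0 to 0.13 in the knockdown against WT and from 0.047 to -0.087 between overexpression and knockdown. The 24-nt median of the knockdown then became 0.058, which reverses its direction. Relative to the median of all sequences, the 24-nt median was -0.054 in the knockdown and 0.021 in the overexpression group, and the median for 21 and 22 nt was 0.14 and -0.10.

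In the knockdown against WT, 222 of 2910 sequences passed an adjusted p of 0.05 (limma-trend), of which 156 were higher and 66 lower in the knockdown. The count ranged widely with the unit of tallying. With every line counted, 19 sequences passed. By length, 15.7% of the 21-nt, 15.7% of the 22-nt, 11.8% of the 23-nt and 4.12% of the 24-nt sequences tested were called. Sequences with more reads are easier to call, and reads were not matched between lengths. These percentages therefore do not rank the lengths by effect. The 175 called sequences with a single place lay in 57 segments, and overlapping sequences of a stretch are not independent calls.

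The sequence GTTACGAGATGTAGAAGTTGAATT (24 nt) rose from 472 ± 39.0 RPM (SD, n = 2) in WT to 4002 ± 122 in the knockdown, a log2 change of 3.08 (SE 0.094, adjusted p 1.93e-08, limma-trend). It was 2607 ± 87.2 in the overexpression group. GGTTACGAGATGTAGAAGTTGAAT, from the same segment, rose from 106 ± 23.8 to 1218 ± 24.5 RPM, and TTTTTGGTTACGAGATGTAGA, with 3 places, from 89.6 ± 16.4 to 1675 ± 306. In the overexpression group they were at 781 ± 8.60 and 1692 ± 282 RPM. Both overlap GTTACGAGATGTAGAAGTTGAATT, as all of these contain GTTACGAGATGTAGA, so they may not be independent changes. Among sequences lower in the knockdown, AGGATATGGTCCAGATTGGTACTC had 14 and 31 reads in the WT libraries and ATCTCTGTCTGACACAAATGGTGT had 9 and 19. Both had 0 reads in the knockdown libraries, which makes them at least 15.1-fold and 9.41-fold lower by the floor of 3 reads. Both also had 0 reads in the overexpression libraries, where they were at least 20.7-fold and 12.9-fold lower than in WT. TGCACTGCCTCTTCCCTGGCT fell from 5841 ± 129 to 1712 ± 25.0 RPM, a log2 change of -1.77 (SE 0.090, adjusted p 3.61e-07, limma-trend).

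In the overexpression group against WT, 625 sequences passed the threshold, with 274 higher and 351 lower. The share called was 36.6% of the 21-nt, 40.0% of the 22-nt, 31.9% of the 23-nt and 14.0% of the 24-nt sequences, again without matching reads between lengths. The 455 called sequences with a single place lay in 135 segments. In 66 of the 625, one of the groups had no read, 31 of them with reads in the overexpression libraries and 35 with reads in WT.

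TTCATGGACGTTGATAAGATCCT (23 nt) rose from 3301 ± 198 RPM in WT to 20717 ± 384 in the overexpression group, a log2 change of 2.65 (SE 0.084, adjusted p 9.73e-09, limma-trend), and it was 5113 ± 15.2 in the knockdown. TGAGAGAGAATAGCAGCGGACTAT had 123 and 169 reads in the overexpression libraries and ATTCCAGTACTATGAATATGAACA had 96 and 116. Neither had a read in the other 4 libraries, and they were at least 70.6-fold and 51.3-fold higher than in WT. TGCACTGCCTCTTCCCTGGCT was at 560 ± 37.1 RPM in the overexpression group, a log2 change of -3.38 (SE 0.090, adjusted p 4.44e-09, limma-trend) against WT. TGCACTGCCTCTTCCCTGGCTT, which extends it by a base, fell from 5425 ± 120 to 575 ± 50.2 RPM. GAGACAAATCAATAGGAAATGCT fell from 648 ± 42.2 to 45.6 ± 4.86.

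The 3 sequences with the largest mean share of reads were CTGCACTGCCTCTTCCCTGGC (5.95%), TTTGGATTGAAGGGAGCTCTG (2.48%) and TTCATGGACGTTGATAAGATCCT (0.957%). CTGCACTGCCTCTTCCCTGGC overlaps the 2 sequences beginning with TGCACTGCC above. It was lower in both lines than in WT, with log2 changes of -1.46 (SE 0.092, adjusted p 2.30e-06, limma-trend) in the knockdown and -1.55 (SE 0.092, adjusted p 4.88e-07, limma-trend) in the overexpression group. TTTGGATTGAAGGGAGCTCTG was higher in the overexpression group by 0.42 on the log2 scale (SE 0.088, adjusted p 0.00645, limma-trend). Its change of 0.28 in the knockdown did not pass (adjusted p 0.0893, limma-trend), but passed with total-read scaling (adjusted p 0.00819, limma-trend). The alternatives computed for this change were RLE and total-read scaling, the replicate block and the line-order term. Over these, its adjusted p ranged up to 0.0928 (limma-trend).

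Between overexpression and knockdown, 588 sequences passed, 205 higher and 383 lower in the overexpression group. With the line-order split as a term, which leaves the comparison through WT only, 266 passed. That term gave 190 calls for the knockdown and 448 for the overexpression group against WT. TGAGAGAGAATAGCAGCGGACTAT, ATTCCAGTACTATGAATATGAACA and TCCTCAGTAGCTCAGTGGTAGAGA, which had 92 and 70 reads in the overexpression libraries and none elsewhere, were at least 71.2-fold, 51.7-fold and 39.5-fold higher. AAGAAGGCAGCTACGTCTGAGCT was at 1365 ± 29.6 RPM in the knockdown and 198 ± 34.2 in the overexpression group, a log2 change of -2.79 (SE 0.15, adjusted p 2.26e-07, limma-trend). In WT it was at 132 ± 12.9. GAGACAAATCAATAGGAAATGCT and TGCACTGCCTCTTCCCTGGCTT were lower than in the knockdown, with log2 changes of -2.96 and -1.70.

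**Figure D2:**
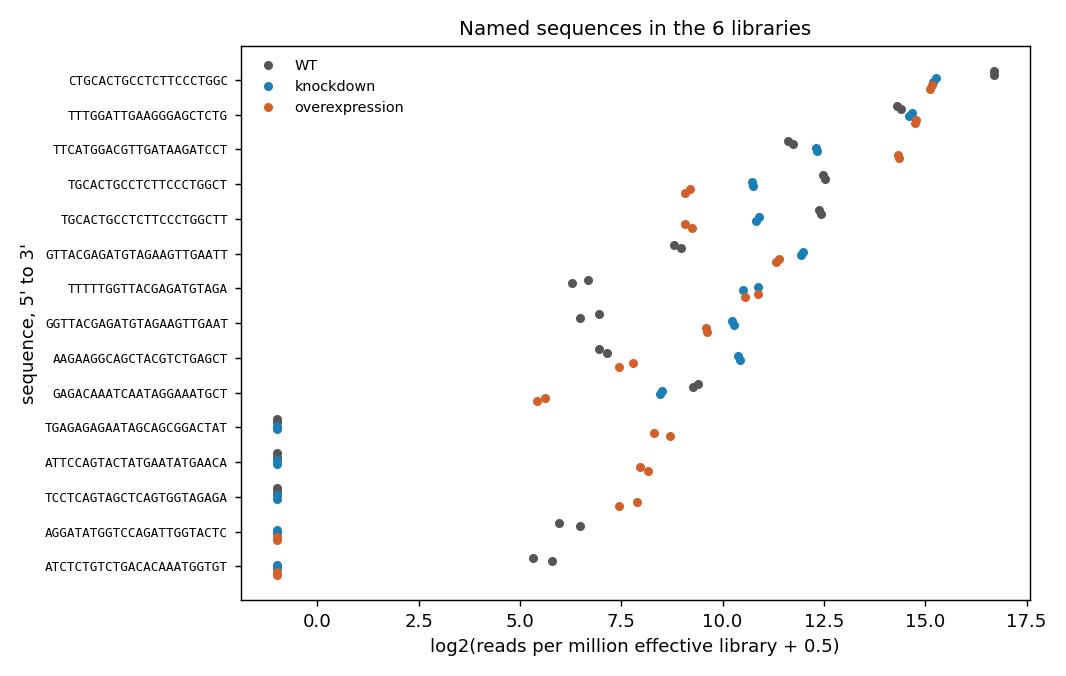
Abundance of the 15 named sequences in each library, as log2 of RPM plus 0.5 (x axis), with a row for each sequence. Each point is a library, coloured by group, and points at the left edge are libraries with 0 reads; replicates of a group lie close together in each row.

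Both lines were called in the same direction for 123 sequences, 80 higher and 43 lower than WT, and in opposite directions for 6. Simulated unchanged groups that shared the WT libraries gave an overlap of 0, but with at most 5 and 1 calls they could hardly give another. If the calls of the lines were placed independently, 22.6 sequences would be called in the same direction, a number that does not take the shared WT libraries into account. How far these raise the overlap was not tested. The log2 changes of the lines correlated across sequences with r of 0.383 and Spearman's rho of 0.372. In simulated unchanged groups the shared WT libraries alone gave r between 0.525 and 0.625, and the observed r of 0.383 was below that range. These simulations hold no changes of a line, and changes specific to a line lower r. A value below the range therefore decides nothing on shared changes. With a different WT library for each line, r was 0.229 and 0.223, against -0.0518 to 0.0481 in the simulations.

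**Figure D3:**
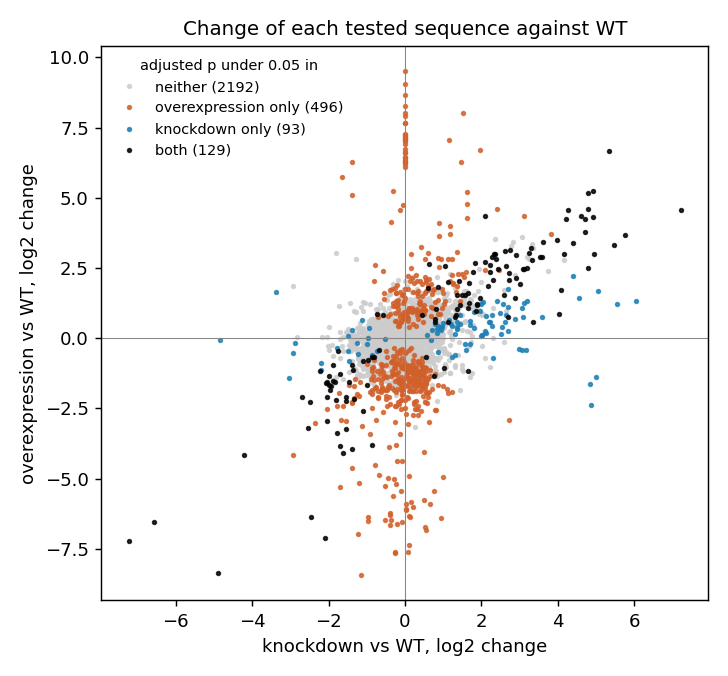
Log2 change of each of the 2910 tested sequences against WT in the knockdown (x axis) and in the overexpression group (y axis). Each point is a sequence, coloured by the comparison in which its adjusted p is under 0.05; 129 sequences are called in both, 496 in the overexpression group only and 93 in the knockdown only.

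Reads were also summed over the segments between landmarks, with 1509 segments tested. In the knockdown against WT 63 segments passed, 28 higher and 35 lower. In the overexpression group against WT 231 passed, 117 higher and 114 lower, and between overexpression and knockdown 232, with 120 higher and 112 lower. The direction of these calls depended on the scaling: with total reads, 67 segments were higher and 26 lower in the knockdown against WT, and 194 higher and 73 lower in the overexpression group against WT. The median absolute log2 change of the called segments was 0.64, 0.65 and 0.66 in the 3 comparisons. Both lines were called in the same direction in 33 segments and in opposite directions in 3. With the line-order term, the counts fell to 41, 151 and 65.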

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

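The test of the knockdown share was chosen after its result was seen, and the sequence was examined because 3 of the 6 files end inside a run of it. The other 2 tests of this part had predictions written before their results.

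Just beyond the common stretch lies a 23-nt sequence, CAGTTACTAATTCATGATCTGGC, with more reads than any sequence inside it. It was singled out after its values were seen, and the comparisons of the common stretch do not use it, while the alternative with a longer stretch does. At its first place it had 51884 and 83178 reads in the WT libraries, 66239 and 72083 in the knockdown libraries and 106719 and 114227 in the overexpression libraries. Set against the reads of the common stretch, this was 22.7% ± 0.490 (SD, n = 2) in WT, 25.5% ± 0.294 in the knockdown and 27.1% ± 0.528 in the overexpression group. The sequence was examined because of the file ends. It was flagged for a signal in unused data above the level of the WT libraries. The groups did not overlap, and the exact permutation p was 0.333 for each pair of groups, the smallest possible.

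A candidate explanation is a few abundant sequences that lower the total in some groups. Without the 10 most abundant sequences in the denominator, the overexpression difference from WT went from 4.40 to 3.29 percentage points, so these sequences account for less than the larger part of it. The knockdown difference went from 2.78 to 1.06 points, and the same sequences may account for most of it. On the scale of log2 RPM, the difference from WT was 0.26 in the overexpression group and 0.030 in the knockdown, where the libraries overlapped those of WT (exact permutation p 0.667). The overexpression libraries also had the most reads, and an effect of H2A.X overexpression itself was not tested apart from the plants used.

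The forms of this sequence differed as well. The form shortened by a base at the 5′ end, AGTTACTAATTCATGATCTGGC, reached 9.06% ± 0.0834 of the full form in WT, 8.14% ± 0.144 in the knockdown and 6.40% ± 0.162 in the overexpression group. The form extended by a base, GCAGTTACTAATTCATGATCTGGC, reached 0.754% ± 0.0115, 0.571% ± 0.00444 and 1.15% ± 0.0251. A general difference in RNA breakdown or size selection would lower the shortened share of other sequences too. The log2 change of that share between overexpression and WT was -0.51 for the 23-nt sequence, and its median over 61 other abundant sequences was -0.054. This does not separate the explanations: the others went both ways, from -1.55 to 3.33, 31 of the 61 fell, and 11 fell as far as the 23-nt sequence or further. The prediction written beforehand, that the 23-nt sequence would lie outside their range if the cause were not general, was not met. A general difference and a difference in the processing of this sequence cannot be told apart here.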

How the results depend on the processing

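The alternatives of voom, lines, single places, the longer stretch, the line-order term, merged sequences, the filter of 1 RPM, the whole files, distinct sequences and all segment fits were chosen after seeing the data. The others were set before the data were examined. The alternative with DESeq2 was not run. The files themselves hold no counts, although voom was run on the reads tallied here. The denominator of all lengths gives no other value, because the files hold only 21 to 24 nt.

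The numbers of called sequences, 222 for knockdown against WT, 625 for overexpression against WT and 588 for overexpression against knockdown, stayed within 1.5 times under most alternatives. Over RLE and total-read scaling, the filter of 10 reads in 2 libraries, pseudocounts of 0.1 and 1, voom, a replicate block, 4 libraries, a 2-fold limit, single places, the longer stretch and merged sequences, they ranged from 180 to 269, from 467 to 700 and from 456 to 693. For sequences, RLE and total reads moved the split of higher and lower calls by under 10 percentage points. For segments, total reads changed 28 higher and 35 lower in the knockdown against WT to 67 and 26, and 117 and 114 in the overexpression group against WT to 194 and 73. Without any filter, 661467 sequences were tested and 0 passed in each comparison, with 16661, 25211 and 26436 at an unadjusted p under 0.05.

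The filter of 1 RPM, which the design had named for normalized values, gave 9923, 19191 and 19002 calls among 148963 sequences, of which 74, 253 and 229 were among the calls of the report. It is met by a single read, and in simulated unchanged libraries it gave 15860, 22412 and 22573 calls of 237065 sequences, so these counts are not usable. Counting every line gave 19, 281 and 351 calls among 10706 sequences. The cause was not tested. With the line-order split as a term, the counts were 190, 448 and 266, and only the last differs by over 1.5 times. This fit compares overexpression with knockdown through 1 WT library on each side. The segment counts fell in the same fit from 63 to 41, from 231 to 151 and from 232 to 65. The 123 sequences called in both lines became 134 with total reads, 128 with the block, 100 with the 2-fold limit and 87 with the line-order term.

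The replicate numbers did not pair the samples: deviations of same-numbered libraries correlated at 0.0259, 0.0209 and 0.0628 between the groups. With the replicate block the counts were 227, 627 and 581 sequences and 78, 238 and 247 segments, and TTTGGATTGAAGGGAGCTCTG passed in the knockdown against WT.

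Medians by length class depended on the scaling. With total reads, the 24-nt median became 0.058 in the knockdown against WT, which reverses it, and 0.017 between overexpression and knockdown. The median for 21 and 22 nt became 0.27 and -0.41 in those comparisons. With the filter of 10 reads in 2 libraries, the median for 21 and 22 nt became 0.043 in the overexpression group against WT, a reversal, and -0.19 between overexpression and knockdown. The cause was not tested. Across the 4 fits that each left out a replicate, the 24-nt median ranged from -0.088 (without WT2) to 0 (without kd1) in the knockdown and from 0.084 (without kd1) to 0.16 between overexpression and knockdown. The median for 21 and 22 nt ranged from 0.079 (without WT1) to 0.18 in the knockdown, from -0.096 (without WT1) to -0.039 (without OE2) in the overexpression group and from -0.28 to -0.23 between them. The r between both lines was 0.229 and 0.223 with separate WT libraries and ranged from 0.359 to 0.482 across the 6 fits without a replicate.

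Shares of reads by length depended on the weight given to abundant sequences. In the knockdown against WT, the 21-nt difference of -5.31 points became 0.261 without the 10 most abundant sequences and 0.143 with each distinct sequence counted once. The 24-nt difference of 3.13 points became -1.22 and -0.440, and the first of these comes from the 10 sequences left out. It was 0.648 with lines and 1.43 in the longer stretch. With distinct sequences the 24-nt libraries of the groups overlapped (exact permutation p 0.667), and the cause of the changes with distinct sequences was not tested. The 22-nt difference of 0.208 points became -0.0202 with lines, -0.365 with the whole files, -0.204 with distinct sequences and 0.00125 in the longer stretch, with overlapping libraries in each, and ranged from 0.0853 (without WT1) to 0.330 (without WT2) when a replicate was left out, with 0.133 without kd1. The 22-nt difference of -0.279 points between overexpression and WT became -0.156 without WT2 and -0.176 without OE2. It was -0.401 without WT1 and -0.381 without OE1. It widened to -0.711 without the 10 sequences, -0.585 with lines and -0.681 in the longer stretch. With distinct sequences it was -0.697, and with the whole files -2.53. The 24-nt difference of the overexpression group from WT, 5.19 points, stayed positive, at 2.01 without the 10 sequences and 1.40 with distinct sequences. It was 3.03 with lines, 2.68 in the longer stretch and 7.49 with the whole files. The 23-nt difference of the overexpression group from WT, 1.70 points, became -0.881 without the 10 sequences, -3.77 with the whole files, where the libraries overlapped, and -0.436 with distinct sequences. The 23-nt difference of -0.270 points between overexpression and knockdown became 0.692 in the longer stretch, which adds the abundant 23-nt sequence, and -0.146 without OE1. With the whole files, the knockdown libraries also overlapped those of WT in the 24-nt share (difference 0.468 points) and in the 23-nt share (0.945 points), with an exact permutation p of 1 for both. Whole files reach differently far in each library, so their shares do not compare the same stretch.

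For the 15 named sequences, the alternatives computed were RLE and total-read scaling, the replicate block and the line-order term. The other alternatives have no values for them. Of these 104 alternative values, 102 kept their direction and side of the threshold, and 2 passed in addition. The 2 are those of TTTGGATTGAAGGGAGCTCTG with total reads and with the block. Of the 104 values of these sequences with a replicate left out, 3 moved by more than the spread between replicates and 0 reversed. In addition 11 values of the median absolute change moved with a replicate left out. Fits without a replicate leave a group with 1 library, and no calls were computed from them. Small changes were often missed: with these totals, this spread and 2 libraries per group, the simulations recovered 29.3% to 31.9% of 2-fold changes, and the part that depth has in this was not tested.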

Other observations

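The tests of sequence differences, of a complete exchange, of mixed RNA and of chance differences in the WT libraries were chosen after their results were seen, as were all counts of sequences found in some libraries only. The tests of depth, of the line order, of the abundant sequences and of the calls after merging had predictions written before their results.

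With at least 5 reads in both overexpression libraries and 0 in the other 4, 196 sequences were found, in 124 segments. The same count was 5 for WT and 2 for the knockdown, and at most 1 for the 12 pairs of libraries from different groups. Conversely, by a strict cutoff, 41 sequences were present in the other 4 libraries and absent from both overexpression libraries. The same count was 5 for sequences absent from WT only and 1 for the knockdown. By a looser cutoff these counts were 302, 236 and 224, and 316 for the pair of WT1 and kd1. By the looser count the overexpression pair was not the highest. Absence is easier in libraries with fewer reads, and WT1 and kd1 had fewer than the overexpression libraries. Pairs of an overexpression library with a WT or knockdown library had from 39 to 103. The looser counts were not thinned to equal reads, so they do not decide whether the overexpression pair stands apart. Greater depth alone does not explain the excess of sequences found in the overexpression pair only. After thinning each library to 232078 reads, this pair still had a median of 77.5 of them over 10 draws. The knockdown had 2.5 and WT had 4. The fall from 196 to 77.5 shows that the size of the count depends on depth.

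Some of these sequences were exchanged for others that differ at a single base. Among sequences with at least 10 reads over both overexpression libraries, at least 1 in each and none elsewhere, 10 had a partner in the same or the neighbouring segment that was present in each of the other 4 libraries and absent from both overexpression libraries. The other 14 choices of 2 libraries gave 0, although they had at most 11 sequences to search, against 269. An example is ACAATAAATCTGGACATGAAGCCT, with 24 and 29 overexpression reads, for ACAATAAATCTGGACATAAAGCCT, with 5, 27, 18 and 30 reads in the other libraries (A18G, counted from 1 at the 5′ end, the base of the other libraries first). The named sequence ATTCCAGTACTATGAATATGAACA is another, exchanged for ATTCCAGTACTATAAATATGAACA (A14G). All 10 are transitions. This is consistent with sequence differences between the plants of the overexpression libraries and those of the other 4, although all samples carry the same cultivar label. RNA of other plants mixed into the overexpression libraries would leave both forms there. This was tested on pairs in which the other form was not required to be absent, and the definition of these pairs was changed after its first value had been seen. The first definition, with at least 5 reads of the overexpression form in both libraries, gave 10 pairs with 288 of 720 overexpression reads (40.0%) in the other form, all from 3 pairs. The later one, with at least 10 reads over both libraries, gave 15 pairs with 97.1% of overexpression reads in the other form. These come from 5 pairs, mostly from a single one, in which a rare form differs at 1 base from the abundant TTCATGGACGTTGATAAGATCCT. The other 10 pairs had none. Both sets were chosen for the pattern, and pairs with both forms stand beside pairs with only 1, so whether such RNA was present is left open. Of the 196 sequences 7 belong to such exchanges. For the rest, places active in the overexpression plants only and places whose sequence differs at more than a base or has no partner with enough reads were not separated.

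A complete exchange of each called sequence for another form is excluded as the whole source of the calls between overexpression and WT, since 269 of the 625 had at least 10 reads in each of the 4 libraries. Whether sequence differences in a wider sense are the whole source is left open, because other copies, an incomplete exchange and differences outside the sequence would leave reads in both groups. With single-base variants merged and sequences with an empty group left out, 551 sequences were called, against 625. This decides nothing, because only 66 of the 625 had an empty group and merging alone left 603 calls, and because differences at more than 1 base and sequences with a few reads in the other group are not covered.

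The higher 24-nt share in the overexpression libraries may come in large part from a few abundant sequences, since the difference from WT of 5.19 percentage points was 2.01 points without the 10 most abundant. The most abundant, CTGCACTGCCTCTTCCCTGGC (21 nt), was at 105793 ± 368 RPM in WT, 38430 ± 1096 in the knockdown and 36210 ± 1276 in the overexpression group. Its fall by itself raises the shares of the other lengths. Shares without this sequence alone were not computed, and the rest of the difference stays open. The first base of 21-nt reads moved with the 10 sequences. C began 52.0% ± 0.790 (SD, n = 2) of 21-nt reads in WT, 33.1% ± 0.179 in the knockdown and 31.8% ± 0.2701 in the overexpression group. Without those 10 sequences it began 23.1% ± 1.20, 19.1% ± 0.0991 and 19.7% ± 0.309.

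The changes of both lines against WT were positively correlated, with r of 0.383. This was below the 0.525 to 0.625 of simulated unchanged groups with shared WT libraries and so did not show the excess that had been predicted. Changes specific to a line, absent from these simulations, lower r, so this result decides nothing on shared changes. Chance differences in the shared WT libraries alone are argued against by r of 0.223, the lower of the values with a separate WT library for each line, above the 0.0481 that simulated unchanged groups reached. For the 448 sequences with at least 200 reads, r was 0.393 and 0.382. An effect of H2A.X level in either direction and a difference shared by transgenic plants, such as regeneration in culture, both stay open, since no transgenic control group was part of the design.

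The order of lines split the libraries into WT1, kd1, kd2 and WT2, OE1, OE2. A batch that also changed abundances would make the difference between WT2 and WT1 follow that between overexpression and knockdown. Their r across sequences was 0.0190, within the -0.0330 to 0.0613 of simulated unchanged libraries. The covariance of these differences was 1.13% of the variance of that between overexpression and knockdown. For sequences with a single place, the chi-square per degree of freedom was 1.31 between WT1 and WT2. It was at least 10.2 between knockdown and overexpression libraries. These values argue against a batch shared by all libraries of a set as the whole source of that difference. A single WT library stands on each side, and the split separates knockdown from overexpression. A smaller batch effect, or one that spared WT, therefore cannot be told apart from the groups in that comparison. The split may come from a later processing step such as sorting, which was not tested.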
